A study of Mus musculus with 4 samples.

How the data were processed

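RNA was sequenced from 4 cultures of Hepa1-6, a mouse hepatocellular carcinoma cell line. The groups are given by the sample titles and the genotype label: NC, wild type for Acvr2a, with 2 samples, and KO, Acvr2a knockout, with 2 samples. The series' design text calls the knockout cells subclones but does not say whether the KO samples are separate subclones or cultures of 1. Total RNA was extracted with TRIzol and treated with DNase, and libraries were made with a directional (strand-keeping) kit, per the labels' protocols.

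The deposited files hold one row per gene, one file per sample, with no pooling of samples. The authors' expected counts are estimated read or fragment counts per gene, not normalised, per the file headers, whose column names are those of an RSEM gene-level output. RSEM shares reads that map to several transcripts or genes among them, so near-identical genes can exchange counts and some values are not whole numbers. This concerns genes with processed pseudogenes or close paralogs, such as Gapdh, Ldha, Pgk1, keratin-associated protein genes and MHC genes, whose totals are therefore uncertain. The program version, aligner, genome build, annotation release and strand setting were not stated in the labels or headers. The deposited TPM and FPKM columns are the authors' length-scaled values, per the file headers. The FPKM values were not used, and TPM entered only as an alternative.

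The files pair each Ensembl gene ID with a symbol. Each file lists 54838 genes, of which 54809 matched GENCODE release M21 (GRCm38) by ID without the version number and 53947 with it, and 29 had no match. All coordinates, gene types and overlaps come from GENCODE M21 on GRCm38 through this match, 1-based. Because the strand setting of the counting is not stated, genes that overlap another gene's exons are named as such.

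Expected counts were rounded to whole numbers, which changed each library's total by at most 0.000188%. Library totals were between 11597923 and 13910582 counts. Genes were kept by edgeR's filterByExpr, which left 12510 genes holding 99.9% of each library's counts. A further 8069 genes had a count but fell under the filter, and 34259 had none in any library. TMM factors lay between 0.981 and 1.02. The groups were compared with edgeR's quasi-likelihood test (glmQLFit and glmQLFTest, edgeR 4.0.16, R 4.3.3) with the group as the only term and all 4 samples sharing one estimate of spread. Adjusted p-values are Benjamini-Hochberg values over the genes tested, with a threshold of 0.05. Standard errors of log2 fold changes were computed from the fitted weights and the moderated quasi-dispersion. CPM values are counts divided by the TMM-scaled library size and are given as mean ± SD with n = 2. With 2 samples per group the SD is itself poorly known, and the tests rest on spread shared across genes (prior degrees of freedom 25.8). Intervals cover counting error and the shared spread of these cultures only, and PCR copies were not separated from independent molecules.

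Choices made before the data were examined were the test, the filter, 9 gene lists, the rule for naming genes and the alternatives, except those named last below. The named genes are Acvr2a, Ldha, Hk2, Slc2a1, Slc16a1 and Slc16a3, the 6 largest rises and 6 largest falls past 0.05 with an average log2 CPM of at least 2 and no overlap between the groups (predicted genes left out), and the up to 6 members per list with the lowest p past 0.05. Some genes that meet this rule are not reported here. Other genes are named as chosen after their values were seen. The lists cover glycolysis and lactate, oxidative phosphorylation, hypoxia response outside glycolysis, activin and TGF-beta response, activin, BMP and TGF-beta pathway components, T-cell chemoattractants, hepatocyte identity, proliferation, and interferon and MHC class I. They were written from general knowledge, not taken from the study. Each list was tested with limma's camera (limma 3.58.1) on log2 CPM with a prior count of 2 and a preset correlation of 0.01, two-sided, adjusted over the 9 lists, and with fry. List medians were also placed among 10000 random gene sets matched on expression in 20 bins. The median log2 fold change of each chromosome was placed among sets matched in the same way. Further lists (ChREBP and MondoA targets, ATF4 targets, YAP targets and leukocyte markers) were written before their own test but after the first results.

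On counts simulated from these libraries' means and totals, 200 genes were changed by known folds, the glycolysis list was shifted by 0.4 on the log2 scale and chromosome 18 by 0.2. Of the 12461 genes tested, 198 were changed genes, 322 others were shifted and 11941 were unchanged. Of the changed genes 88.9% were called with the right sign, 95.4% of the 130 changed at least 2-fold were called, and 10 unchanged genes were called. The shifted list had a median of 0.40 and passed, 0 other lists did, and chromosome 18 lay at percentile 100. The 95% intervals covered the true value for 95.3% of genes. With nothing changed, 0 of 12475 genes and 0 of the 9 lists were called. In both simulations every gene was drawn independently and with the same relative spread. Lists of correlated genes and genes with a wider spread were therefore not covered.

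No pairing of samples across groups was used. Alternatives were median-of-ratios size factors, total-count scaling, no filter on low counts, at least 10 counts in every sample, DESeq2 1.42.0, robust quasi-likelihood, limma-voom, the replicate number as a block, fry, camera with an estimated correlation, and leaving out each library in turn. Because the files also hold TPM, limma on log2(TPM + pseudocount) was run with pseudocounts of 1 and 0.1, for genes with a TPM of at least 1 in 2 samples, and, with a pseudocount of 1, without that filter. The TPM fit with pseudocount 1, removal of each library's GC or length trend, and thinning to equal depth were chosen after seeing the data.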

Results

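The data set compares gene expression in Hepa1-6 mouse hepatocellular carcinoma cells that are wild type for Acvr2a (NC) with subclones in which Acvr2a, which encodes a type II receptor for activin, was knocked out (KO). The series title frames the comparison around lactate production, glycolysis and the attraction of regulatory T cells. Each group had 2 libraries. NC 1 held 11597923 counts, NC 2 held 13910582, KO 1 held 12918031 and KO 2 held 13501489. The 10 genes with the most reads took between 11.7% and 14.4% of the counts. The first of them, mt-Co1, took 3.05% on average, and the predicted genes Gm10925 and Gm28661 took 1.55% and 1.44%; reads of such genes are uncertain where they resemble mitochondrial genes. At least 1 count was seen for 16192 genes in NC 1, 16800 in NC 2, 17501 in KO 1 and 17759 in KO 2.

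Replicates were closer to each other than to the other group. The Pearson correlation of log2 CPM across the 12510 tested genes, which are not independent replicates, was 0.989 between NC 1 and NC 2 and 0.989 between KO 1 and KO 2. It lay between 0.963 and 0.972 for the 4 pairs across groups. The first principal component held 73.4% of the variance and separated the groups. No pair was a repeat of one library. The chi-square statistic per degree of freedom was 7.30 for the NC pair and 10.1 for the KO pair, where sampling noise alone gives about 1. The biological coefficient of variation was 0.0726 over all libraries, 0.0685 within NC and 0.0765 within KO.

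The targeted gene was examined first. Acvr2a (ENSMUSG00000052155.5) lies on chromosome 2 at 48814109 to 48903269 on the plus strand of GRCm38, and its exons overlap those of Orc4 on the other strand. Its annotated transcripts merge into 11 exons, and the values below are totals over the gene. It was counted 81 times in NC 1, 108 in NC 2, 75 in KO 1 and 97 in KO 2. The level was 7.46 ± 0.48 CPM (SD, n = 2) in NC and 6.44 ± 1.05 CPM (SD, n = 2) in KO. The log2 fold change of -0.21 (SE 0.20, 95% interval -0.63 to 0.21) was within the replicate spread (edgeR quasi-likelihood, adjusted p = 0.433). Over the alternatives with a test it ranged from -0.33 with the length trend removed to -0.096 on the log2(TPM + 1) scale, with adjusted p from 0.196 to 0.787. Without KO 2 the log2 fold change was -0.39, and without KO 1 it was -0.057. The RNA level of Acvr2a therefore did not distinguish the libraries labelled KO from those labelled NC, and the group names below follow the labels.

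Across the transcriptome, 4741 of 12510 genes (37.9%) passed an adjusted p of 0.05 in edgeR's quasi-likelihood test, 2459 higher and 2282 lower in KO. With the group as the only term, the filter, scaling and model alternatives on counts gave between 3217 (DESeq2) and 4927 genes (robust quasi-likelihood). The largest change came from limma on log2(TPM + 1) without a filter on low values, which called 0 genes, with 4506 at an unadjusted p under 0.05. With a filter it called 1819 genes, of which 67.7% were higher against 51.9% in the count fit. Among the genes past the threshold, 716 were also higher by more than 2-fold and 141 lower by more than 2-fold, so 83.5% of the 2-fold calls were rises. The libraries of the groups did not overlap for 8684 genes, or 69.4% of those tested, where chance gives 33.3%, and for 4730 of the 4741 called genes. In single-gene results below, adjusted p-values are from edgeR's quasi-likelihood test. Between KO 1 and KO 2, 146 genes differed by more than 2-fold in log2 CPM, and between NC 1 and NC 2 296 did, against 927 to 1155 for pairs across groups.

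Among the largest rises, H2-Ab1 (chromosome 17, 34257689 to 34269419), a class II MHC gene, went from 0.545 ± 0.149 to 7.33 ± 1.46 CPM (SD, n = 2), a log2 fold change of 3.70 (SE 0.43, adjusted p = 7.27e-09). Susd2 (chromosome 10, 75636706 to 75644008) rose from 1.21 ± 0.22 to 11.05 ± 1.24 CPM, by 3.16 on the log2 scale (SE 0.30). Atp1b2, Agap2, Notch3 and Plppr3 had log2 fold changes of 3.12, 3.10, 2.85 and 2.85. Notch3 had the highest level of these, 38.3 ± 8.97 CPM in KO against 5.33 ± 0.80 CPM in NC. Notch3 overlaps exons of Gm17276 on the opposite strand, and Plppr3 those of Prtn3 and Ptbp1. H2-Ab1 belongs to a family of similar genes, so its total is uncertain.

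The largest fall belonged to a second gene entry named Sept2 (ENSMUSG00000116048.1, chromosome 1, 93478993 to 93509733), with a log2 fold change of -3.48 (SE 0.31). It had 355 and 370 counts in NC and 9 and 60 in KO. This entry shares exons on the same strand with Sept2 proper (ENSMUSG00000026276.20), which had a log2 fold change of -0.046 (SE 0.09), so the assignment of reads between them is uncertain. Without KO 2 the value was -5.38. The call was lost with robust quasi-likelihood (adjusted p = 0.0841) and with unfiltered TPM (adjusted p = 0.0941, the highest over the alternatives). The lincRNA AY036118 (chromosome 17, 39847113 to 39848035) had a log2 fold change of -2.38 (SE 0.25). Its counts were 6227 and 2434 in NC and 1035 and 809 in KO, and the log2 fold change was -1.34 without NC 1. The robust fit gave an adjusted p of 0.175, the highest over the alternatives. It overlaps CT010467.1 on the same strand and Gm42418 on the other, so its reads are uncertain. Among the other falls, Krtap5-5, Hpx and Lgals2 had log2 fold changes of -2.59, -2.36 and -2.22. Krtap5-5 has close paralogs and Lgals2 overlaps exons of Cdc42ep1 on the other strand, so both are uncertain.

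Glycolysis and lactate genes address the question in the series title. Of the 25 genes in the list 22 were tested, and 21 of these had a positive log2 fold change. The median was 0.38 (camera, adjusted p = 3.02e-05). Among the alternatives, estimating the correlation between genes moved this result most (adjusted p = 0.233, against 8.76e-06 to 0.00161 in the others), as it did for the 7 other lists that passed. Of the members, 15 passed 0.05 over all genes tested, each of them higher. Adjusted over the list alone, 15 passed as well. Ldha (chromosome 7, 46841475 to 46855627), which encodes the main lactate dehydrogenase subunit read here, was at 1874 ± 73.1 CPM in NC and 1940 ± 192 CPM in KO (SD, n = 2). Its log2 fold change of 0.050 (SE 0.10, adjusted p = 0.729) was within the replicate spread. The value reversed to -0.053 without KO 1 and was 0.15 without KO 2. Hk2 (chromosome 6, 82725025 to 82774454) rose from 77.0 ± 6.68 to 98.9 ± 9.69 CPM, by 0.36 (SE 0.10, adjusted p = 0.00530). The glucose transporter gene Slc2a1 (chromosome 4, 119108711 to 119137983) rose from 295.4 ± 3.06 to 357.7 ± 23.5 CPM, by 0.28 (SE 0.09, adjusted p = 0.0184), and it overlaps exons of Gm12868 on the other strand. Neither Hk2 nor Slc2a1 passed in the TPM fits, with adjusted p from 0.0943 to 0.194, while in the count fits both passed. The lactate transporter gene Slc16a1 (chromosome 3, 104638668 to 104658462) had a log2 fold change of -0.19 (SE 0.09, adjusted p = 0.103), which passed 0.05 only when the length trend was removed (-0.28, adjusted p = 0.0132, with adjusted p up to 0.479 over the alternatives). Slc16a3 fell under the filter with 8, 3, 12 and 5 counts in NC 1, NC 2, KO 1 and KO 2. Ldhb had 1 count in all libraries together.

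The 6 glycolysis and lactate genes with the lowest p were Aldoc (log2 fold change 1.49, SE 0.11), Pfkp (1.08, SE 0.10), Bsg (0.90, SE 0.10), Slc2a3 (0.90, SE 0.10), Pdk1 (0.85, SE 0.09) and Pgk1 (0.76, SE 0.10). Aldoc (chromosome 11, 78322968 to 78327781) rose from 23.5 ± 2.20 to 66.0 ± 7.10 CPM (SD, n = 2), and Pgk1 (chromosome X, 106187100 to 106203699) from 1084 ± 85.2 to 1832 ± 172 CPM. Pfkp overlaps exons of Pitrm1 on the other strand. The median of the list was higher in KO under each of the scalings tried, as were those of the hypoxia, activin response, chemoattractant and interferon lists below, and the other lists also kept their direction under each scaling.

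**Figure D1:**
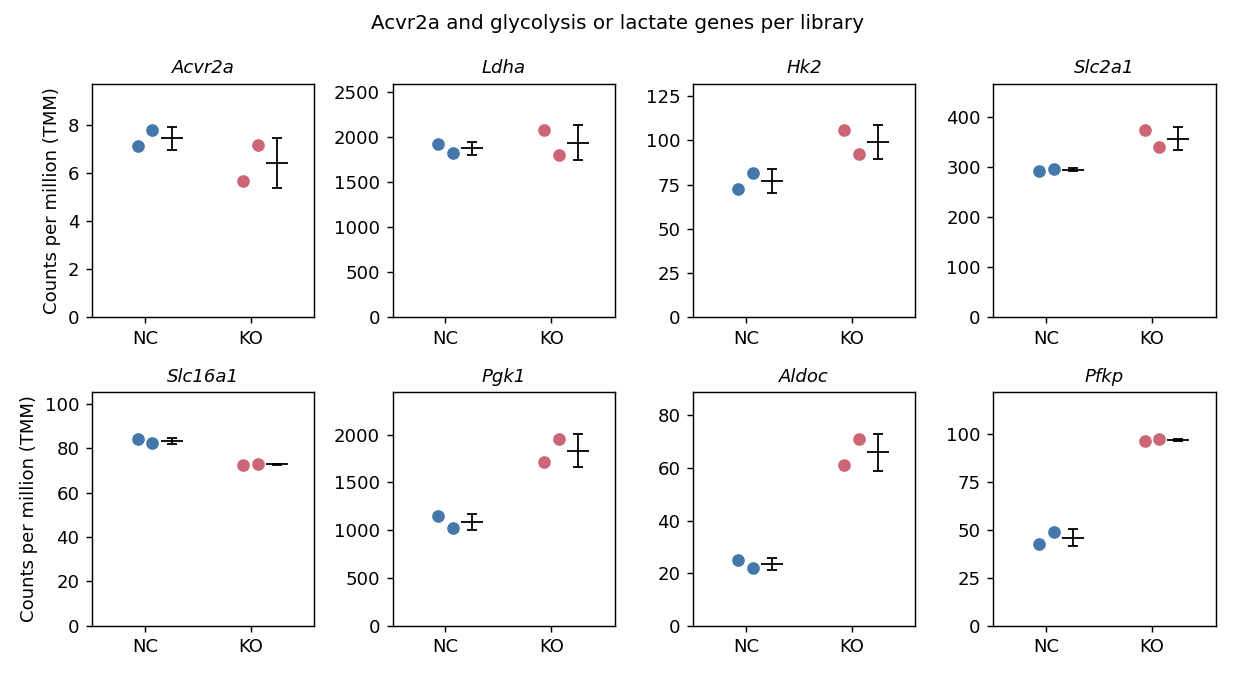
TMM-scaled CPM (y axis) of Acvr2a and 7 glycolysis or lactate genes, with each point a library and the bar beside each pair the mean with its SD (n = 2). Ldha overlaps between NC and KO, and so do the SD ranges of Acvr2a, while both KO points of Pgk1, Aldoc and Pfkp lie above both NC points.

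Genes induced by low oxygen were compared apart from glycolysis. All 16 tested members of that list were higher in KO and passed 0.05, with a median log2 fold change of 0.58 (camera, adjusted p = 4.51e-07), and 16 passed adjusted over the list alone. P4ha2 (chromosome 11, 54100095 to 54131665) had the largest change of the tested members at 1.65 (SE 0.10), from 41.0 ± 2.83 to 128.6 ± 7.38 CPM (SD, n = 2). Ero1l followed at 1.44 and Ndrg1 at 1.10, with Egln3 at 1.03, P4ha1 at 0.94 and Vegfa at 0.93. Ndrg1 overlaps exons of Gm17035 and Gm2895 on the other strand. Of the 22 genes in the list, 6 were under the filter, among them Adm, Lox and Car9.

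For oxidative phosphorylation, 36 nuclear genes were tested. Their median log2 fold change was -0.30 (camera, adjusted p = 8.34e-06), 2 members had a positive value, and 21 passed 0.05, each lower. Adjusted over the list alone, 26 passed. Cyc1 fell by 0.73 (log2 fold change -0.73, SE 0.10) and Uqcrq by 0.61 (log2 fold change -0.61, SE 0.11), the latter short of 0.05 in the filtered TPM fits (adjusted p = 0.0893 and 0.0827). Proliferation genes had a median of -0.39 over 20 members (camera, adjusted p = 0.000338). In this list 12 passed 0.05 over all genes tested, each lower, and 15 passed adjusted over the list alone, 14 lower and 1 higher. Tyms (-1.10) and Rrm2 (-0.88) changed most. The higher gene was Mki67 (0.23, adjusted p = 0.0600 over all genes tested and 0.0369 over the list alone), and Top2a (0.19, 0.108 and 0.0631) passed neither. Mki67 and Top2a were singled out after their values were seen. These 2 lists did not pass under fry, with adjusted p of 0.0521 for oxidative phosphorylation and 0.0842 for proliferation.

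Responses downstream of activin and TGF-beta moved in both directions. The median over 20 tested genes was 0.24 (camera, adjusted p = 0.0486), with 9 members higher and 4 lower past 0.05, and 13 passed adjusted over the list alone. With the group as the only term, this list lost its call under 7 of 12 alternatives with a test, where the adjusted p ranged from 0.0194 to 0.327. Fstl3 (chromosome 10, 79777272 to 79782630), an activin-binding protein gene whose exons overlap Prss57 on the other strand, rose from 8.59 ± 1.33 to 39.2 ± 4.29 CPM (SD, n = 2), by 2.18 on the log2 scale (SE 0.15, adjusted p = 5.78e-12). Cyr61 (1.36) and Smad7 (0.56) were also higher, while Smad6 (-0.79), Tgif1 (-0.67) and Fst (-0.91, singled out after its value was seen) were lower. The list of pathway components had a median of 0.027 over 20 genes (camera, adjusted p = 0.507). It was 0.17 without NC 2 and 0.055 without KO 1, and it reversed to -0.032 without NC 1, to -0.058 without KO 2 and to -0.028 with no filter on low counts. In it 5 genes passed 0.05, and 5 adjusted over the list alone. Gdf15 (0.81), Gdf11 (0.69), Eng (1.32) and Acvr1b (0.42, and 0.27 without NC 1) were higher, and Acvr1 (-0.40) was lower. Eng overlaps exons of Fpgs on the other strand. The calls for Acvr1b and Acvr1 were lost with DESeq2, with adjusted p of 0.0793 and 0.0979, and those for Acvr1b, Acvr1 and Eng in the TPM fits, where over all alternatives the adjusted p reached 0.295 for Acvr1b and 0.302 for Acvr1. Acvr2b, the other activin type II receptor gene, singled out after its value was seen, had a log2 fold change of 0.071 (SE 0.32, adjusted p = 0.887).

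Chemokine genes listed as T-cell attractants were compared because the series title names the attraction of regulatory T cells. The list is not specific to regulatory T cells, and RNA levels do not measure recruitment. Of the 20 listed, 11 were tested and 9 fell under the filter. Their median was 0.57 (camera, adjusted p = 0.00207), with 7 higher and 1 lower past 0.05, and 8 passed adjusted over the list alone. Ccl5 (chromosome 11, 83525778 to 83530518) rose from 3.03 ± 0.31 to 12.6 ± 2.53 CPM (SD, n = 2), by 2.04 on the log2 scale (SE 0.23, adjusted p = 4.10e-08). Ccl2 (0.89), Cx3cl1 (0.60), Cxcl10 (0.57) and Ccl17 (1.56, from 0.773 ± 0.276 to 2.25 ± 0.28 CPM) were higher, and Cxcl5 (-0.75) was lower. Cxcl10 overlaps exons of Art3 on the other strand. The call for Ccl17 was lost with DESeq2 (adjusted p = 0.0626) and with unfiltered TPM (adjusted p = 0.0971, the highest over the alternatives). Ccl22 had 0 counts in both NC libraries and 2 and 6 in KO, and Ccl28 had 1 count in total. Both fell under the filter, so the main fit did not test them and no conclusion is drawn on either gene.

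Hepatocyte identity genes had a median of -0.18 over 20 tested (camera, adjusted p = 0.00938), with 9 lower and 3 higher past 0.05, and 12 passed adjusted over the list alone. The median was -0.40 without KO 1, -0.29 without NC 2 and -0.052 with unfiltered TPM. Its place among expression-matched random sets was percentile 5.89, inside their central 95%. Afp (-1.21), Hnf4a (-0.995), Apoe (-0.93) and Foxa2 (-0.89) fell, while Alb (0.41) and Trf (0.54), singled out after their values were seen, rose. Interferon and MHC class I genes had a median of 0.59 over 15 tested (camera, adjusted p = 3.14e-05). In that list 12 passed 0.05, each higher, and 12 passed adjusted over the list alone. Tap2 (1.08), Nlrc5 (0.75) and Tap1 (0.74) had larger changes than H2-D1 (0.47), which went from 457 ± 6.00 to 634.6 ± 5.90 CPM (SD, n = 2). Tap1, Tap2 and Nlrc5 overlap exons of other genes on the opposite strand, and H2-D1 has close paralogs, so these totals are uncertain.

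Of the 9 lists, 8 passed 0.05 with camera's preset correlation, 6 with fry, and 0 when the correlation between genes was estimated from the 4 libraries. In that last fit the lowest adjusted p was 0.233 and 1 list had an unadjusted p under 0.05.

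**Figure D2:**
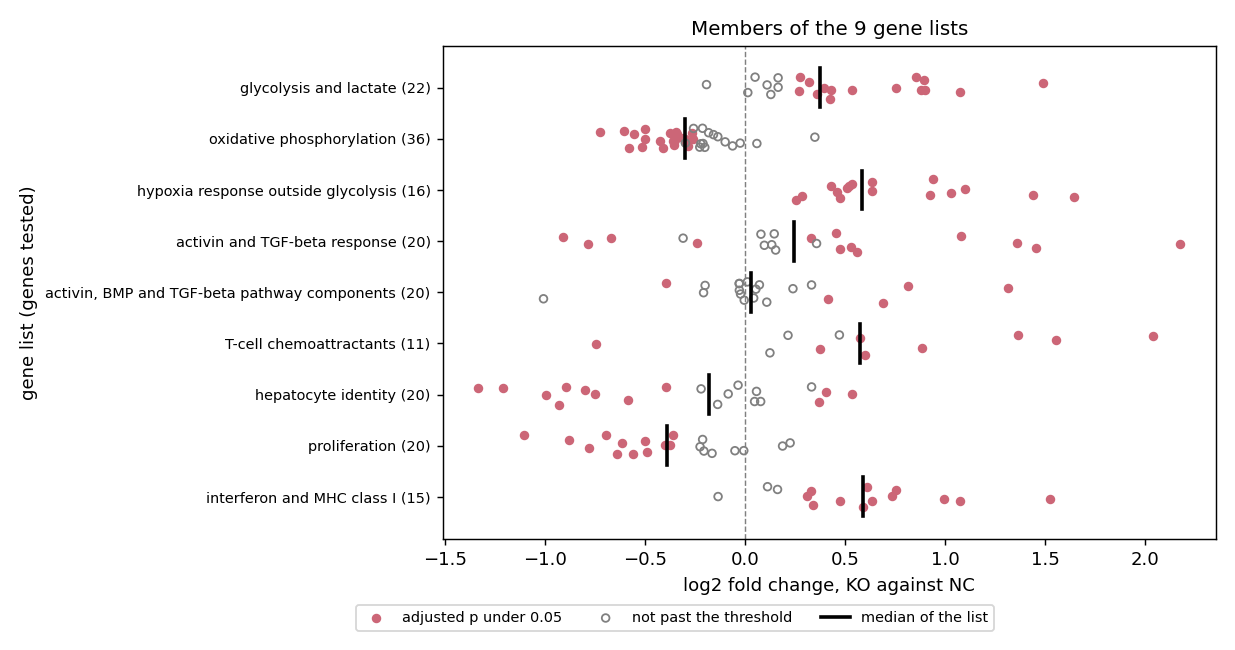
Log2 fold change (KO against NC, x axis) of each tested member of the 9 gene lists (y axis, with the number tested), with filled points past an adjusted p of 0.05 over all genes, open points not past it, and black lines at list medians. The hypoxia list lies wholly above 0, and the oxidative phosphorylation list has 2 members above 0.

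Chromosome medians were compared because clones of one line can differ in copy number. The median log2 fold change between KO and NC lay outside the central 95% of matched random sets for 3 of 20 chromosomes, where 1 is expected. These were chromosome 11 (0.062, 1041 genes), chromosome 7 (-0.048, 942 genes) and chromosome 16 (-0.057, 373 genes). Without KO 2, 5 chromosomes lay outside. Between NC 2 and NC 1 there were 2 and between KO 2 and KO 1 there were 9, and the largest chromosome medians in size were 0.0321 and 0.0566.

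**Figure D3:**
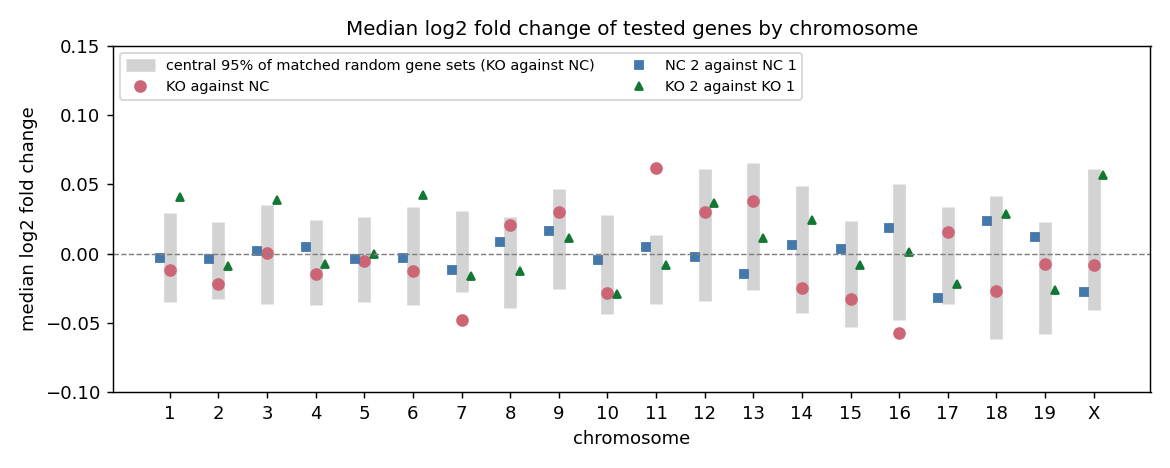
Median log2 fold change (y axis) of the tested genes on each chromosome (x axis) for KO against NC (circles), NC 2 against NC 1 (squares) and KO 2 against KO 1 (triangles). Grey bars are the central 95% of 10000 expression-matched random gene sets for KO against NC; the circles of chromosomes 7, 11 and 16 lie outside them.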

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

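The fits on TPM with pseudocount 1 and the filter, with the GC or length trend removed and with equal depth were chosen only after the results had been seen. The count of genes past 0.05 stayed within 1.5 times of 4741 under 11 of 14 alternatives, the lowest being 3217 with DESeq2, and 3209 of the 3217 DESeq2 genes were among the 4741. The exceptions were the fits on TPM. With a pseudocount of 0.1 there were 1686 genes (1144 higher, 542 lower; 441 and 82 past 2-fold), and with a pseudocount of 1, 1819 genes (1231 higher, 588 lower; 345 and 63 past 2-fold). Of those 1819, 1697 were among the 4741. The share of higher genes was 67.9% and 67.7% in these fits against 51.9%, and the cause was not tested. Without a filter on low TPM, 0 of 20640 genes passed in total, in either direction or past 2-fold, and 4506 had an unadjusted p under 0.05. That fit holds 133 genes with no variance within either group, and the cause was not tested.

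Requiring 10 counts in every sample gave 458 rises and 87 falls past 2-fold, against 716 and 141, because fewer genes were tested (11621). DESeq2 gave 83 falls past 2-fold, and the cause was not tested. The share of 2-fold calls that were rises lay between 81.8% and 85.7% in every fit that made calls.

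Acvr2a stayed lower and short of the threshold under all 14 alternatives with a test, with log2 fold changes from -0.33 (length trend removed) to -0.096 and adjusted p from 0.196 to 0.787. Between 75 and 108 counts per library limit what can be said: the interval reaches down to -0.63, and log2 fold changes between 0 and that bound are not excluded.

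All 8 lists that passed with camera's preset correlation lost their call when the correlation was estimated. The adjusted p was 0.233 for glycolysis (median 0.38), hypoxia (0.58) and interferon (0.59). It was 0.327 for oxidative phosphorylation (-0.30), activin response (0.24) and chemoattractants (0.57), and 0.362 for hepatocyte identity (-0.18) and proliferation (-0.39). With 2 residual degrees of freedom this estimate is itself poorly determined. Under fry, oxidative phosphorylation (-0.30, adjusted p = 0.0521) and proliferation (-0.39, adjusted p = 0.0842) fell short. The activin and TGF-beta response list was at the edge of the threshold. It fell short with total-count scaling (median 0.27, adjusted p = 0.0594), no filter (0.32, 0.0502), 10 counts in every sample (0.17, 0.0607), the GC trend removed (0.23, 0.0591), and TPM with pseudocount 0.1 (0.29, 0.0902) or 1 (0.20, 0.0745); the cause was not tested. The pathway components list, near 0, reversed to -0.028 without a filter on low counts, where 28 rather than 20 members were tested.

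The libraries share replicate numbers, but same-numbered libraries did not deviate together (correlation of deviations from the group means -0.012), so the numbers give no pairing. With the replicate number as a block, 5006 genes passed (4711 of them among the 4741), the activin and TGF-beta response list fell short (median 0.24, adjusted p = 0.0556), and no other call of a list or named gene changed.

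Leaving out 1 library leaves 1 sample in a group, so these fits give values and no calls. Acvr2a ranged from -0.39 to -0.057 across the 4 fits. Genes past 2-fold without a test ranged from 752 to 934 higher (813 with all libraries) and from 186 to 261 lower (169), the highest count of falls being without KO 1. List medians ranged from 0.33 to 0.43 for glycolysis, -0.36 to -0.24 for oxidative phosphorylation, 0.54 to 0.65 for hypoxia, 0.19 to 0.27 for activin response, 0.50 to 0.59 for chemoattractants, -0.52 to -0.31 for proliferation and 0.48 to 0.61 for interferon. Hepatocyte identity ranged from -0.40 (without KO 1) to -0.22, and pathway components from -0.058 (without KO 2) to 0.17 (without NC 2). The number of shifted chromosomes ranged from 2 to 5, with 5 without KO 2, and was 3 with total-count scaling and 2 with 10 counts in every sample.

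Among single named genes, 94 values lost their call and 1 gained it, across all alternatives with a test. Leaving out 1 library moved 31 of their values by more than the replicate spread. Of the losses, 67 came from the unfiltered TPM fit, 11 from each of the other TPM fits, 3 from DESeq2 and 2 from robust quasi-likelihood. None of the single named genes reversed under an alternative with a test.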

Other observations

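The tests here were chosen only after the patterns they bear on had been seen, and those of an exchanged library pair, of genomic DNA and of whole chromosome copies also after the values they measure had been seen.

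Most 2-fold calls were rises in the libraries labelled KO (83.5%), and these libraries also detected more genes. Several technical sources are argued against as the whole cause. Among the 7669 genes with an average log2 CPM of at least 4, where background reads weigh little, 79.5% of the 2-fold calls were still rises (97 against 25; 95% exact interval 71.3% to 86.3%). Most 2-fold calls lay below that level (619 rises and 116 falls), where this check cannot exclude background reads. Removing each library's GC trend left 82.6% rises, removing the length trend left 84.2%, and thinning to equal depth left 83.5%. More nuclear RNA could not be decided. Malat1 (log2 fold change 2.03) and Neat1 (1.80) rose, which goes with it. The median of 630 other long non-coding genes was 0.090, below the 0.20 to 0.35 of expression-matched protein-coding sets. This argues against a rise of long non-coding RNAs as a class, but gene totals hold no separate measure of nuclear RNA. Genomic DNA was too low for the 2-fold rises. Olfactory, vomeronasal and trace-amine receptor genes, taken as its gauge, had 21.5, 19.2, 22.2 and 28.1 CPM in NC 1, NC 2, KO 1 and KO 2, summed over 1453 genes. With all of the KO 2 level taken as genomic DNA, 0.00751 CPM per kb of transcript, the rise in CPM was larger than the amount this gives for the length of the gene at each of the 716 genes called 2-fold higher, by a median of 155 times and at least 7.34 times. The number of genes detected was not covered by this test. More nuclear RNA, an effect of the knockout and a difference between cultures or clones unrelated to Acvr2a remain open.

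The Acvr2a RNA was not distinguishably lower in the libraries labelled KO. An exchange of 1 NC with 1 KO library is argued against, since the lowest correlation within a group exceeded the highest between groups by 0.0166. Low depth does not hide a loss by a log2 of 1 in the counted total, since the lower bound of the interval was -0.63. That total may include reads of Orc4, whose exons overlap on the other strand, because the strand setting of the counting is not stated. How many such reads it holds was not tested. An edit that leaves the RNA in place could give these values, which was not tested because gene totals do not show the edited site.

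Of the 3 splits of the 4 libraries into 2 and 2, 1, the labelled one, gave as many as 4741 calls, and the others gave 0 each, with 17 and 14 genes at an unadjusted p under 0.05. The other splits mix NC and KO libraries within each group. The difference between NC and KO then counts as spread and pushes the calls towards 0. These splits therefore do not measure how many calls chance gives. With 3 splits the share also cannot fall under 0.05, so chance cannot be excluded by this count alone. KO 1 and KO 2 differed by more than 2-fold at 146 genes, fewer than the 296 between NC 1 and NC 2. Other measures went either way. The KO pair was further apart by chi-square per degree of freedom (10.1 against 7.30) and biological coefficient of variation (0.0765 against 0.0685), while the Pearson correlations were both 0.989. If both KO libraries come from 1 subclone, any difference of that subclone from the NC cells would appear as an effect of the knockout. The labels do not settle this, so the knockout and the history of the clone cannot be told apart for these calls.

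Glycolysis and hypoxia genes rose together while Ldha did not. Candidate culture effects were tested with 3 further lists. A denser culture with lower YAP activity is argued against. The 16 YAP targets had a median of 0.23, above the matched range of -0.24 to 0.18, with 7 higher and 1 lower past 0.05, with an adjusted p over the 3 lists of 0.0707 by camera and 0.0296 by fry. One target, Ctgf, is also in the activin response list. A glucose-sensing response could not be decided. Txnip (2.47), Mlxipl (2.45) and Arrdc4 (0.97), singled out after their values were seen, rose. However, 14 ChREBP and MondoA targets, Arrdc4 among them, had a median of -0.019, with 5 higher and 3 lower, and an adjusted p of 0.564 by camera and 0.0483 by fry, both towards higher. An ATF4 stress response could not be decided either, with a median of -0.19 over 20 targets, 7 higher and 10 lower and an adjusted p of 0.564 by camera and 0.296 by fry. Lower oxygen in the KO cultures was not tested apart from the hypoxia list itself. It remains open beside an effect of the receptor.

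Class II MHC genes, singled out after their values were seen, changed unevenly. Cd74 rose from 14.8 CPM in both NC libraries to 75.4 and 86.1 CPM in KO, and H2-Ab1, H2-DMa (log2 fold change 1.61) and H2-DMb1 (1.10) rose too, while H2-Eb1 did not (-0.069, edgeR adjusted p = 0.881). H2-Aa had 9 counts or fewer in each library and Ciita 3 or fewer. Leukocytes in the KO cultures are argued against as a source, since 10 leukocyte markers had a median of 0.149 CPM in KO, the highest being 2.40 CPM, against 80.8 CPM for Cd74. Regulation within the tumour cells may be involved; no list tested it.

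Chromosome medians moved little between KO and NC. The largest shift was 0.0617, which argues against the gain or loss of 1 whole chromosome copy. Of 303 blocks of 40 consecutive tested genes, 1 passed the level reached in 5% of 1000 shuffles (0.326). It lies on chromosome 5 from 118064965 to 122264460 with a median of 0.334. Between NC 2 and NC 1, 2 blocks passed their own level, and between KO 2 and KO 1 0 did. A segment gained in the KO cells and a cluster of regulated genes cannot be told apart there, because both raise the RNA. Between KO 2 and KO 1, 9 of 20 chromosomes lay outside the matched range. With each library's GC trend removed 2 did, so GC content is a candidate explanation for that difference.

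The next genes were also singled out after their values were seen. H2-K1 had 1 count over the 4 libraries, whereas H2-D1 had between 5244 and 8516 per library. Xist was expressed in each library (461.4, 540.1, 682.9 and 957.5 CPM in NC 1, NC 2, KO 1 and KO 2; log2 fold change 0.71, adjusted p = 2.81e-05), and the Y-linked genes Ddx3y, Eif2s3y, Kdm5d and Uty had 0 counts in all 4 libraries. No explanation was tested for these.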
